A study of Homo sapiens with 12 samples.

How the data were processed

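Total RNA from parental and RNase L knockout A549 cells, untreated or 6 h after transfection of poly(I:C), was sequenced after depletion of rRNA, with ERCC spike-in RNA added before the depletion, per the labels. There were 12 samples, 3 for each of 4 groups, and per the series' design text the 3 samples of a group were independent. Whether they came from separate cultures on separate days is not given in the sources used here. FastQC, Trimmomatic 0.32, TopHat2 2.0.6, Bowtie2 2.0.2 and Cuffdiff 2.2.1, with the genome build GRCh38.p12, are named per the submitters' processing notes, without their settings. Whether the libraries kept the strand, and how Cuffdiff scaled the libraries, is not given in the sources used here.

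The single table analysed here held 58763 rows: 58671 genes with Ensembl identifiers and 92 ERCC RNAs. Per the file headers, the authors gave each group's level in FPKM (fragments per kilobase of transcript, relative to library size), as 1 value over the samples of the group. Per the file headers, p-values and q-values of the authors' tests were given for poly(I:C) against untreated cells within each genotype. The deposited table also held folds, word classes, a transcript half-life taken by the authors from another study, the length of the transcript and its untranslated regions, and GC content in percent, per the file headers. No column held a value of a single sample. The planned tests across samples were therefore replaced, as set before the data were examined, by the authors' q-values as deposited, with a threshold of 0.05. All gene identifiers were found in GENCODE v29, from which gene classes and GRCh38 coordinates were taken.

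The columns were checked against each other. The deposited normalised folds equalled the FPKM ratio divided by 1 constant per genotype, 1.56 in WT and 1.14 in RLKO, whose derivation is not given in the sources used here. The RLKO column named as a log2 fold change equalled the log2 ratio of the log10 columns in 28112 of 28139 rows (within 0.00001) and had the opposite sign to the FPKM ratio in 44.1% of rows, so it was not used. The WT column of the same name was within 0.05 of the log2 FPKM ratio in all 29916 rows with a value. A status of HIDATA marked 86 rows, among them MT-CO1, MT-CO3 and RN7SK, in which some groups are listed at 0; these are failed estimates and were left out. The status column follows the RLKO comparison. A further 45 rows repeat an identifier. Other values listed at 0 may also be failed estimates, so folds against them are not printed, although changes taken with the pseudocount enter the rankings and list medians.

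Rows were kept if at least 1 group had 1 FPKM or more, which left 22087 rows, of which 12181 were protein-coding. For the spike-in scale each group was divided by the median, over ERCC rows with a mean of at least 1 FPKM, of its ratio to the geometric mean over groups, and log2 changes were taken after adding a pseudocount of 1, which understates the change of low genes. The 95% interval of a scale factor came from 10000 bootstrap draws of ERCC rows and covers the spread between spike-in rows only. Read depth is unknown. The 27 gene lists were fixed before the data were examined; for each, members called by q were counted, counts were repeated with the authors' p-values adjusted by Benjamini-Hochberg over the list alone, and the median was placed among those of 10000 random lists matched on size, coding class and mean expression. That placing was chosen after the form of the table was seen and describes these pooled values, not replicates.

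Genes were named by a rule set before the data were examined: 24 fixed genes, the 5 largest rises and 5 largest falls past the threshold, and up to 4 members per list with the largest change past the threshold, or the 2 most abundant where fewer than 2 passed. Agreement of every sample, part of that rule, was not checked since samples were pooled. A further gene of that rule is not reported here. Added after values were seen were the protein-coding genes named by size between genotypes, SEC61G as a protein-coding fall, the mitochondrial transcripts and the neighbours of induced genes. The comparisons between genotypes, including the difference of the responses, carry no test. Alternatives were another pseudocount, other filters, FPKM without spike-in scaling, other uses of the ERCC rows, median-ratio scaling over kept genes and, added later, the authors' constants and protein-coding rows alone.

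The scripts were tested on simulated data made from the levels of untreated RLKO cells, with shifts of -1 in WT and -0.25 in RLKO. For 4877 unchanged protein-coding genes at 20 FPKM or more the recovered medians were -0.998 in WT and -0.30 in RLKO. Of 200 unchanged lists, 6.5% lay outside the central 95% of matched random lists. The simulated shift of unchanged genes did not vary with level, so the simulation does not test the matching for lists of very abundant genes. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.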

Results

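RNA abundance was measured in A549 cells, a human lung carcinoma line of epithelial origin, in the parental form (WT) and in a derivative lacking RNase L (RLKO). RNase L is an endoribonuclease that is switched on by 2-5A, the product of the oligoadenylate synthetases, and cleaves single-stranded RNA. Cells of each genotype were left untreated or were analysed 6 h after transfection of poly(I:C), a synthetic double-stranded RNA that stands in for viral RNA, at 500 ng/ml. There were 4 groups of 3 samples, 12 in all. The authors' table gave 1 FPKM value per group for each of 58671 gene rows and 92 ERCC spike-in rows, pooled over the samples of the group, so no spread between samples and no read depth stood behind any value. Within each genotype the test was the authors' own, and a gene was said to rise or fall only where its q-value in the authors' deposited table was under 0.05. No comparison between the genotypes was tested.

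The spike-in RNAs, added in the same way to every sample before rRNA depletion, took a larger part of the library after poly(I:C) in WT cells. Of 49 ERCC rows with a mean of at least 1 FPKM and a value in each group, 48 were higher in treated than in untreated WT, and the scale factor differed by 1.53 times (log2 0.61, 95% bootstrap interval over rows 0.49 to 0.76). In RLKO 32 of the 49 rows were higher and the factor differed by 1.13 times (log2 0.18, 0.00 to 0.29). On the spike-in scale the median log2 change of 12181 protein-coding genes was -0.70 in WT, a level of 0.615 of the untreated one, and -0.24 in RLKO, a level of 0.845. In FPKM as deposited the same medians were -0.17 and -0.10, so each log2 change given here, computed on the spike-in scale with a pseudocount of 1, is to be read against the median of its genotype. Levels on the spike-in scale are relative to the spike-in RNAs, and whether they hold per cell was not tested.

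Poly(I:C) in WT cells raised interferon, interferon-stimulated and inflammatory transcripts from low levels. IFIT2, an interferon-induced protein with tetratricopeptide repeats (chromosome 10, 89283694 to 89309276, GRCh38), rose from 1.09 to 1113 FPKM, a log2 change of 8.60 with q = 0.00319 in the authors' deposited table. IFNL3, a type III interferon, was listed at 0 in untreated cells and stood at 412 FPKM after treatment. OASL rose by 6.59, IL6 by 6.11, and IFIH1, which encodes the double-stranded RNA sensor MDA5, by 6.07 on the log2 scale. IFNB1 (chromosome 9, 21077105 to 21077963) went from 0.0752 to 565 FPKM and IFNL1 from 0.0377 to 583 FPKM, yet neither passed in the authors' deposited table (q = 0.322 and 0.514).

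Of 54 measured interferon-stimulated effectors, 33 rose in WT and none fell, or 39 when adjusted over the list alone. Among them ISG15, a ubiquitin-like modifier, rose from 8.99 to 294 FPKM, MX1 from 0.438 to 41.8 FPKM and IFIT1 from 3.27 to 333 FPKM. RSAD2 had 0.00446 FPKM before and 88.6 FPKM after treatment without passing. The list's median log2 change was 1.61, above 100% of 10000 random lists matched on size, coding class and expression, whose median was -0.60. Of 34 genes of double-stranded RNA sensing and interferon signalling, 10 rose and none fell (15 adjusted over the list alone), with DDX58, which encodes RIG-I, at a log2 change of 2.96, IRF1 at 3.69 and DHX58 at 4.60. OAS2, a member of that list which makes 2-5A, had 0.0792 FPKM before and 31.3 FPKM after treatment. It passed only when adjusted over the list alone. The median of the sensing list was 0.05, and of its 34 members 16 lay below 0. Of the 6 measured type I and III interferons, 2 rose (IFNL3 and IFNL4, also 2 adjusted over the list alone); apart from IFNE, they passed the filter by their treated values alone.

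NF-kB-dependent cytokines and feedback regulators rose in 21 of 42 cases in WT and fell in none (25 adjusted over the list alone; median 1.08). NFKBIZ, a nuclear IkB protein, rose from 4.06 to 341 FPKM, TNFAIP3 from 4.98 to 251 FPKM and CCL20 from 2.86 to 95.8 FPKM, and CXCL8 rose by 2.99 on the log2 scale. CXCL10 stood at 33.9 FPKM after treatment and was listed at 0 before, CCL5 reached 0.177 FPKM and TNF was listed at 0 in all groups; none of these passed. Immediate early and short-lived transcripts rose in 23 of 41 cases and fell in none (31 adjusted over the list alone; median 1.30), with EGR1 at a log2 change of 7.01, FOS at 4.59, ZFP36 at 3.91, KLF4 at 3.49 and JUN at 3.13. Of 31 integrated stress response targets, 3 rose and 4 fell, the same numbers when adjusted over the list alone. ATF3 rose by 5.31 and PPP1R15A, the GADD34 regulator of eIF2 alpha dephosphorylation, by 4.95, and CEBPB also rose, while ASNS, at -2.94, NARS, at -2.69, PHGDH and PSAT1, enzymes that make amino acids or charge tRNA with them, fell.

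Transcripts of ribosomal proteins and of the respiratory chain had the lowest medians of the 27 lists in WT. Of 61 nuclear-encoded oxidative phosphorylation genes 20 fell and none rose, or 41 when adjusted over the list alone, and all 61 had a log2 change below 0. UQCRQ, a subunit of complex III, fell from 1345 to 152 FPKM (log2 -3.75, q = 0.0447 in the authors' deposited table), ATP5PD from 701 to 93.1 FPKM and NDUFS4 from 321 to 44.1 FPKM. Of 74 cytosolic ribosomal protein genes 13 fell and none rose (29 adjusted over the list alone), with RPS21 falling from 5931 to 623 FPKM (log2 -3.86, q = 0.0130 in the authors' deposited table), RPL34 from 831 to 103 FPKM and RPL7 from 812 to 101 FPKM. The medians of both lists, -2.84 and -2.80, lay below those of all matched random lists, whose medians were -1.63 and -1.62. Nuclear protein-coding genes at 300 FPKM or more in untreated RLKO cells had a WT median of -2.43. The matching on expression may thus have been too coarse for such abundant lists, and their level was not separated from their kind. SEC61G, of the protein translocation channel of the endoplasmic reticulum, fell by 3.64 on the log2 scale.

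Of 38 cell cycle and DNA replication genes 4 fell (CCNB1, RRM1, MCM6 and AURKA) and all 38 lay below 0, with a median of -1.44 where matched random lists had -1.31 (percentile 22.3). Of 41 translation factors 2 fell, EIF2B3 by 2.61 and EIF3I by 2.06 on the log2 scale, and none passed when adjusted over the list alone; EEF2 stood at 541 and 505 FPKM. Of 24 replication-dependent histone genes 1 fell, HIST1H4B from 3801 to 539 FPKM, and 3 rose from low levels, HIST1H1A, HIST1H2AE and HIST1H2BG; adjusted over the list alone HIST1H2BJ and HIST1H4C fell too, and HIST1H3F and HIST1H4D, outside the list, were also called lower. Cuffdiff called none of 31 glycolysis and reference transcripts in WT, where 9 had an unadjusted p under 0.05; their median was -1.56 (matched random lists -1.34, percentile 15.1), with GAPDH at 3385 and 1160 FPKM and ACTB at 2586 and 1100 FPKM. GAPDH missed the threshold in the authors' deposited table (q = 0.235).

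Noncoding transcripts moved in both directions in WT. NEAT1, the scaffold of nuclear paraspeckles (chromosome 11, 65422774 to 65445540), rose from 56.9 to 358 FPKM and the minor spliceosomal RNA RNU11 from 1154 to 9624 FPKM, whereas RNU6ATAC fell from 8585 to 1241 FPKM and the Y RNA gene RNY1 from 5867 to 542 FPKM. Of 26 nuclear-retained and structured noncoding RNAs 4 rose (with NEAT1 and RNU11 also RNU5B-1 and KCNQ1OT1) and 1 fell, the same numbers when adjusted over the list alone; MALAT1 stood at 3418 and 6630 FPKM without passing. That list's median was -0.26 on the spike-in scale and 0.35 in FPKM as deposited. Of 1045 lincRNA rows 181 rose and 8 fell, and of 1953 antisense rows 61 rose and none fell. The 5 largest rises also held the U6-like RNU6-1092P and RNU6-450P, both listed at 0 before treatment, and TULP2, and the 5 largest falls held AL161909.1, RNA5SP149, RNA5SP448 and RPL23AP65. Reads of these repeated or pseudogene sequences can be shared with near-identical copies, and processed pseudogenes alone made up 336 of the 740 falling rows.

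In all, 990 of 22087 kept rows rose and 740 fell in WT, of which 520 and 376 were protein-coding. The Cuffdiff test was made on values not scaled to the spike-ins: 2 of the 92 ERCC rows were themselves called higher in WT and none in RLKO, where none had an unadjusted p under 0.05 either. Genes with very low untreated values passed seldom, since of 15 protein-coding genes with a log2 change of at least 3 and under 0.1 FPKM before treatment 3 passed (IFNL3, FAP and TULP2), against 29 of 31 with at least 1 FPKM. The 3 that passed were listed at 0 in untreated WT. IFNB1, IFNL1, IFNL2, OAS2 and RSAD2, with values above 0, did not pass, but neither did CXCL10, listed at 0. Whether the handling of values of 0 decided these calls was not tested.

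**Figure D1:**
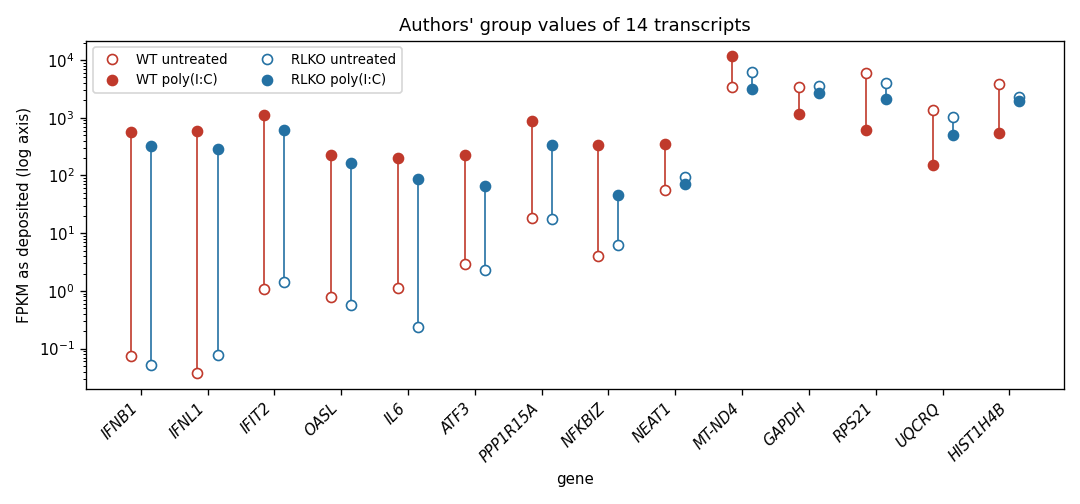
FPKM as deposited (log axis) for 14 transcripts, each as a pair of vertical lines from the untreated group (open circle) to the poly(I:C) group (filled circle), WT in red and RLKO in blue; each circle is the authors' value for a group, with no error available. IFIT2 climbed to 1113 FPKM in WT and 604 FPKM in RLKO, while RPS21 fell to 623 FPKM in WT. In treated RLKO cells RPS21 stood at 2121 FPKM and was not called.

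In RLKO cells poly(I:C) also raised antiviral and inflammatory transcripts, and few genes fell. IFIT2 rose from 1.41 to 604 FPKM (log2 7.81, q = 0.0107 in the authors' deposited table), IFNL3 stood at 128 FPKM from a listing of 0, OASL rose by 6.57, IL6 by 6.02 and ISG15 by 5.10 on the log2 scale. IFNB1 had 0.0519 FPKM before and 322 FPKM after treatment and IFNL1 0.0781 and 292 FPKM, again without passing. Of the 54 interferon-stimulated effectors 26 rose and none fell (40 adjusted over the list alone; median 1.69), of the 34 sensing genes 7 rose (10 adjusted over the list alone; median 0.67), and of the 42 NF-kB-dependent genes 9 rose (21 adjusted over the list alone; median 0.74). IFNL3 and IFNL4 were the 2 interferons that rose. Of the 41 immediate early transcripts 5 rose, or 11 adjusted over the list alone, led by EGR1 at 4.24, KLF4 at 2.24, JUN at 2.14, FOS at 1.92 and ZFP36 at 1.74. ATF3 and PPP1R15A were the 2 of 31 integrated stress response targets that rose, at 4.15 and 4.02.

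Of the listed ribosomal protein and respiratory chain genes Cuffdiff called none in RLKO, where 2 of 74 and 11 of 61 had an unadjusted p under 0.05 with a lower treated value. Their medians, -0.97 and -1.03, still lay below those of all matched random lists, whose medians were -0.47 and -0.48. Nuclear protein-coding genes at 300 FPKM or more in untreated RLKO cells had an RLKO median of -0.85, so level was not separated here either. RPS21 had 3937 FPKM before and 2121 FPKM after treatment, UQCRQ 1044 and 503 FPKM, GAPDH 3552 and 2737 FPKM, and HIST1H4B 2300 and 1979 FPKM. The median of the 24 histone genes was -0.01, with 2 that rose, HIST1H2AE and HIST1H2BG. NEAT1 stood at 95.9 and 71.0 FPKM without passing. In all, 113 of 22087 kept rows rose and 6 fell in RLKO, of which 100 and 3 were protein-coding; the 3 were RYR3, AKR1C4 and COX7A1, a cytochrome c oxidase gene outside the list of 61. Without regard to calls, 650 of 12181 protein-coding genes had a spike-in-scaled log2 change of -1 or lower in RLKO and 4501 in WT.

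**Figure D2:**
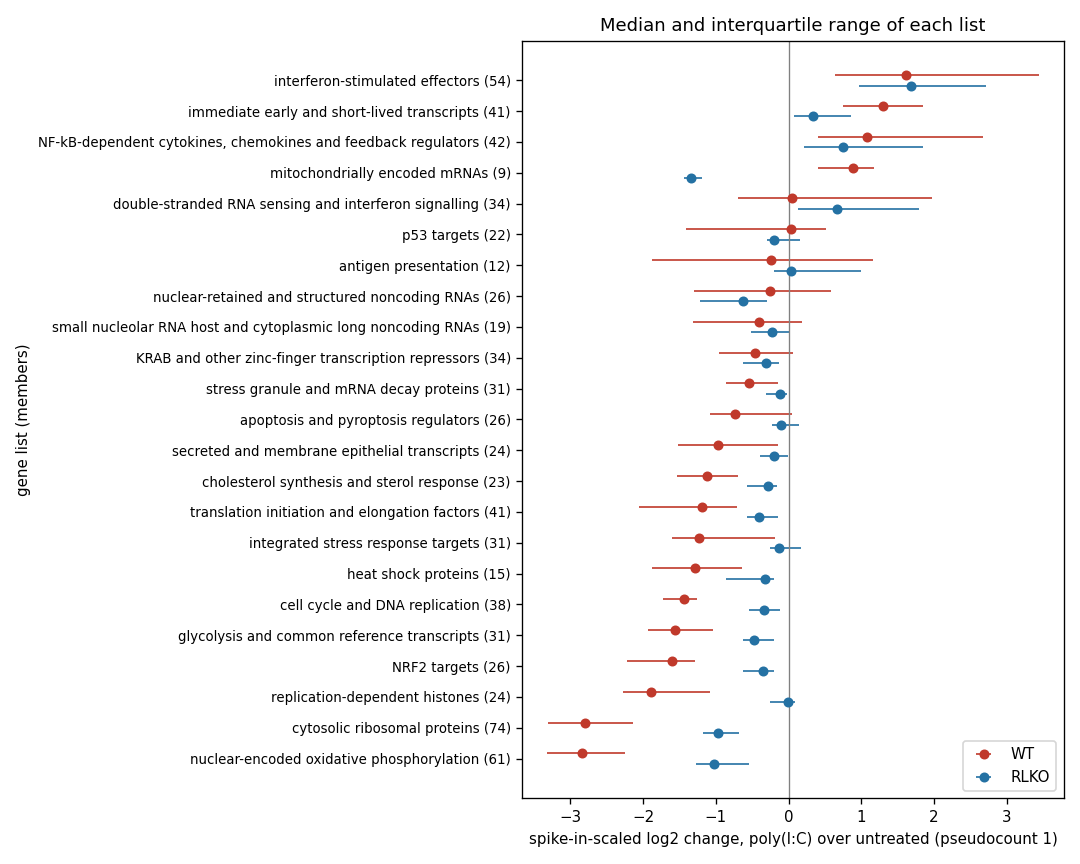
Spike-in-scaled log2 change from untreated to poly(I:C) cells (horizontal axis, pseudocount 1) for the gene lists with at least 9 measured members, with the number of members in parentheses; points are medians over genes and bars interquartile ranges over genes, not errors, in WT (red) and RLKO (blue). The ribosomal protein median was -2.80 in WT and -0.97 in RLKO, and the interferon-stimulated effector medians were 1.61 and 1.69.

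The design sets the response of WT against that of RLKO to ask which changes go with RNase L. Antiviral transcripts rose in both lines. Of 520 protein-coding genes that rose in WT and 100 in RLKO, 92 rose in both, where independent lists would share 4.27, and 70 of the 92 had the larger log2 change in WT (median difference 0.44, interquartile range 0.01 to 0.92). Interferon-stimulated effectors differed by a median of 0.01, with 28 members higher and 26 lower in WT, above 100% of matched random lists, whose median was -0.39; in FPKM as deposited the medians of the list were 2.16 in WT and 1.81 in RLKO. The double-stranded RNA sensing and interferon signalling list had a median difference of -0.32, with 25 of 34 members lower and 9 higher in WT. Random lists matched to it had a median of -0.50 (percentile 90.2). Immediate early transcripts had a median difference of 0.99, and 37 of 41 were higher in WT, EGR1 by 2.77, FOS by 2.67 and ZFP36 by 2.17.

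The respiratory chain and ribosomal protein lists differed in the opposite direction, with a change lower in WT by a median of -1.81 and -1.88 and in 61 of 61 and 71 of 74 members. Histone genes differed by a median of -1.76 and cell cycle genes by -1.21, each below that of at least 98% of matched random lists. Nuclear protein-coding genes at 300 FPKM or more in untreated RLKO cells had a median difference of -1.64, so level may enter the placing of abundant lists. Of 31 integrated stress response targets 25 had the lower change in WT, a median not apart from matched lists (percentile 14.4). Of all 12181 protein-coding genes, 2930 had a log2 change lower by 1 or more in WT than in RLKO and 539 a change higher by 1 or more; in FPKM as deposited these numbers were 1277 and 1056. By size of the difference, among protein-coding genes with at least 10 FPKM in either treated group and a value in each group, a rule chosen after the data were seen, the lowest were AL034430.1, HIST1H4B, HIST1H4D, HIST1H3J and CEP97 (log2 -3.40 to -2.95). The highest were ADAMTSL4, PRRT2, SLC16A12, NFKBIZ and the mitochondrial MT-ND4L (log2 3.91 to 2.88).

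Across protein-coding genes the responses of the lines were correlated (Pearson r = 0.693, Spearman rho = 0.560, 12181 genes, which are not independent replicates), with a slope of 1.45 for WT on RLKO and an intercept of -0.32. The change in WT was lower the more abundant a transcript was before treatment. Grouped by the level in untreated RLKO cells, nuclear genes at 1 to 3 FPKM had a WT median of -0.19, those at 30 to 100 FPKM -1.25 and those at 300 FPKM or more -2.43. The RLKO medians of the same groups were -0.17, -0.36 and -0.85. None of these differences between genotypes carries a test, since the table gives 1 value per group.

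**Figure D3:**
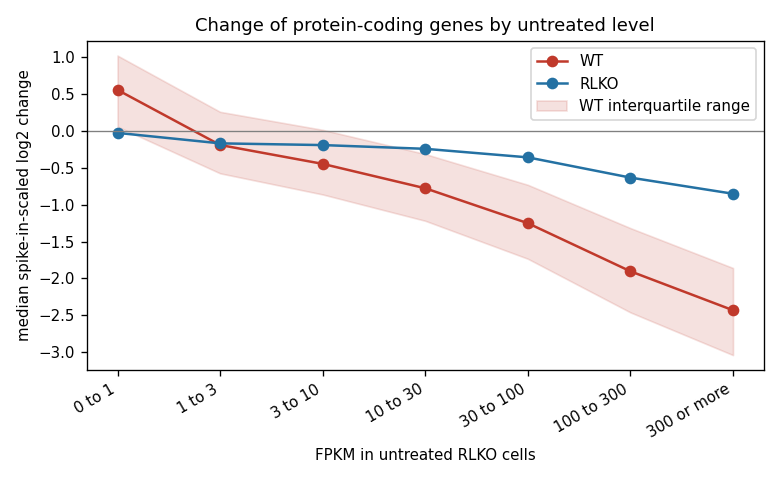
Median spike-in-scaled log2 change after poly(I:C) (vertical axis) of nuclear protein-coding genes grouped by FPKM in untreated RLKO cells (horizontal axis), in WT (red, with the interquartile range over genes shaded) and RLKO (blue). The WT median went from -0.19 at 1 to 3 FPKM to -2.43 at 300 FPKM or more; the lowest group is raised by the filter, which keeps a gene under 1 FPKM only if another group reached 1.

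Compared directly after treatment, values of the housekeeping lists were lower and those of the immediate early list higher in WT than in RLKO cells. The spike-in-scaled log2 difference, WT over RLKO, had a median of -1.29 for the respiratory chain, -1.28 for ribosomal proteins, -1.30 for histones and 1.19 for immediate early transcripts, and was 0.18 for interferon-stimulated effectors. By the same rule of size the lowest protein-coding genes were the matrix protease MMP7 (6.23 FPKM in WT and 52.4 FPKM in RLKO), the keratin KRT19 (6.64 and 46.3 FPKM), SPP1, HIST1H3F and OLFML3. The highest were ADAMTSL4 (25.8 and 0.494 FPKM), the deiodinase DIO2 (49.1 and 3.13 FPKM), SLC16A12, TMEM88 and NFKBIZ (341 and 46.0 FPKM). MMP7, KRT19 and SPP1 already differed before treatment, at 19.04, 14.4 and 1595 FPKM in untreated WT and 56.4, 54.0 and 3986 FPKM in untreated RLKO, as did OLFML3, at 7.07 and 18.4 FPKM, and DIO2, at 7.17 and 3.86 FPKM. The median over protein-coding genes was -0.25, and -0.00292 with no filter on low values. How the FPKM values were scaled between the lines is not given in the sources used here, and the 95% interval of the spike-in shift between the treated groups, -0.01 to 0.41, included 0.

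Untreated WT and RLKO cells differed in a small set of protein-coding genes. NNMT, nicotinamide N-methyltransferase, stood at 21.8 FPKM in WT and 0.822 FPKM in RLKO, the urea cycle enzyme CPS1 at 14.1 and 1.21 FPKM, DPYSL3 at 20.9 and 2.80 FPKM, ANXA10 at 23.9 and 3.44 FPKM and ADD3 at 18.7 and 4.41 FPKM. Lower in WT were CD163L1 at 4.24 and 28.3 FPKM, AKR1C4 at 2.12 and 10.7 FPKM, KRT19, PNPLA4 at 4.09 and 15.1 FPKM and the epithelial factor EHF at 4.70 and 16.7 FPKM. Of 12181 protein-coding genes 162 were higher in WT by a log2 difference of 1 or more and 30 were lower by as much. The median was 0.24 on the spike-in scale and -0.01 in FPKM as deposited. Interferon-stimulated effectors had a median difference of 0.02 before treatment. These genes were chosen by the same rule of size among protein-coding genes, applied to the untreated groups, and their differences were not tested.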

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

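The tests of this part were chosen only after the values had been seen. The medians of mitochondrially encoded mRNAs lay on opposite sides of 0 in the 2 lines, and this difference was not tested. Of 9 members with a value in each group, 7 had a spike-in-scaled log2 change above 0 in WT and 9 of 9 had one below 0 in RLKO. The medians were 0.89 and -1.34, and the median of the WT minus RLKO differences, taken member by member, was 1.98. MT-ND4 went from 3349 to 11569 FPKM in WT and from 6286 to 3108 FPKM in RLKO, and MT-CYB from 2188 to 5685 FPKM and from 3028 to 1474 FPKM. Cuffdiff called none of the 9 in either line, where 1 in WT and 2 in RLKO had an unadjusted p under 0.05.

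An error of the spike-in scale would shift protein-coding genes as a whole with them. The mitochondrial difference exceeded that of all protein-coding genes by 2.45, an excess that no scaling of whole groups alters. The interval radius of the scale for this difference, 0.13, does not bear on that excess. The mitochondrial medians also lay on opposite sides of 0 in FPKM as deposited, at 1.51 in WT and -1.16 in RLKO. With median-ratio scaling they were 1.44 and -0.97. Failed estimates removed 4 further members. The smallest difference among the members left was 1.19, but these were kept because their estimates had not failed, and a failure in single samples is hidden in pooled values, so failed estimates stay open. A candidate explanation is that RNA outside the cytosol was spared in WT. The nuclear-retained and structured noncoding RNAs had a median WT minus RLKO difference of 0.29 where matched lists had -1.32, as that needs, but it leaves the low mitochondrial values of treated RLKO cells without an account, since their median lay below that of all matched lists. This stays open.

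RYR3, a ryanodine receptor (chromosome 15, 33310945 to 33866121), and COX7A1, a subunit of cytochrome c oxidase (chromosome 19, 36150922 to 36152869), were the 2 of 105 kept rows called in both lines that went in opposite directions. RYR3 fell from 7.22 to 1.37 FPKM in RLKO and rose from 1.70 to 5.63 FPKM in WT (q = 0.0107 and 0.0121 in the authors' deposited table), a difference of 2.75 in log2 change. COX7A1 fell from 3.63 to 0.641 FPKM in RLKO and rose from 1.34 to 5.19 FPKM in WT (q = 0.0200 and 0.0481 in the authors' deposited table), a difference of 2.55. The difference between the lines was not tested for either gene.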

How the results depend on the processing

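No paired analysis was possible because the table holds 1 value per group, not per sample. For the same reason the replicate block, leaving out each sample, limma with or without a trend, the fit to only the groups compared and set tests with an estimated correlation were not run, and no depth limit could be set. Calls rest on the authors' q-values, which were not recomputed under another scaling, so whether the same genes would pass there was not tested. Only the direction was taken again on the spike-in scale, and the numbers called higher and lower were the same. Of the rows called higher in WT, 474 of 990 had at least 5 FPKM in a group, and 520 were protein-coding; of those called lower in WT 376 of 740 were protein-coding, and of those called lower in RLKO 3 of 6. The median log2 change of protein-coding genes in WT, -0.70, was -0.26 with no filter on low values, -0.89 with a minimum of 5 FPKM, -0.17 in FPKM as deposited and -0.23 with median-ratio scaling, a scaling that sets the bulk of kept rows near 0 by construction. In RLKO, -0.24, it was -0.12 with no filter on low values, -0.10 in FPKM as deposited and 0.0598 with median-ratio scaling. The WT minus RLKO median, -0.47, was -0.13 with no filter, -0.62 with a minimum of 5 FPKM, -0.10 in FPKM as deposited and -0.31 with median-ratio scaling. Between treated groups the median, -0.25, was -0.00292 with no filter and -0.13 in FPKM as deposited, and between untreated groups, 0.24, it was -0.0102 in FPKM as deposited. The 2930 protein-coding genes lower by 1 or more in WT became 1277 in FPKM as deposited, and the 539 higher by 1 or more became 1056 there, 978 with a pseudocount of 0.1 and 308 with a minimum of 5 FPKM. Other uses of the ERCC rows moved none of these medians beyond the interval radius of the scale and no such count by over 1.5 times; nor did the authors' constants, which were applied only to the changes with treatment and their difference. For 26 lists in 2 genotypes, 32 of 416 list medians under an alternative had another sign than the reported one. Where the reported median lay beyond the radius of the scale from 0, these were, in FPKM as deposited in WT, stress granule and mRNA decay proteins at 0.0450, nuclear noncoding RNAs at 0.35, small nucleolar RNA hosts at 0.21, antigen presentation at 0.24, zinc-finger repressors at 0.12 and fibroblast markers at 0.0240. With median-ratio scaling in WT they were nuclear noncoding RNAs at 0.29, small nucleolar RNA hosts at 0.15, antigen presentation at 0.19 and zinc-finger repressors at 0.0670. With that scaling in RLKO they were small nucleolar RNA hosts at 0.12, cell cycle genes at 0.0133, p53 targets at 0.16, NRF2 targets at 0.0105, cholesterol synthesis at 0.0365, heat shock proteins at 0.0277, zinc-finger repressors at 0.0113 and epithelial transcripts at 0.0833. The p53 target median in WT, 0.03, within that radius, was 0.39 in FPKM as deposited and -0.83 with a minimum of 5 FPKM. The WT median of the double-stranded RNA sensing and interferon signalling list, 0.05, also lay within that radius. It was 0.55 in FPKM as deposited, 0.50 with median-ratio scaling, 0.45 with a minimum of 5 FPKM and -0.02 with the sum of ERCC values. The WT median of interferon-stimulated effectors, below that of RLKO as reported, lay above it with a pseudocount of 0.1 (2.42 and 2.34), with a minimum of 5 FPKM (2.18 and 1.95), with median-ratio scaling (2.10 and 1.93) and in FPKM as deposited, so its order between the lines is not fixed. The differences between scalings follow from the scaling itself; for the changes with the filter and the pseudocount the cause was not tested.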

Other observations

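The tests of explanations in this part were chosen only after the values had been seen. Several further gene groups had few called members in WT. Of 26 apoptosis and pyroptosis regulators, PMAIP1 and BBC3, which encode the BH3-only proteins NOXA and PUMA, rose from 10.1 to 274 FPKM and from 2.70 to 83.9 FPKM and CASP4 fell from 35.2 to 7.04 FPKM, with a list median of -0.74. PMAIP1 and BBC3 also rose in RLKO, to 138 and 24.6 FPKM. BBC3 and BTG2 were the 2 of 22 p53 targets that rose in WT, while the list's median, 0.03, was -0.83 with a minimum of 5 FPKM. Of 15 heat shock proteins HSPB8 rose and HSPA8 fell, from 3947 to 825 FPKM (median -1.28). Of 12 antigen presentation genes NLRC5 and TAPBPL rose and CANX fell in WT (median -0.24), and NLRC5 and CD274 rose in RLKO. Of 26 NRF2 targets 1 fell in WT, AKR1C3, or 6 adjusted over the list alone (median -1.61), with NQO1 at 3535 and 638 FPKM and FTL at 5536 and 2064 FPKM. Of 24 epithelial transcripts APOH fell, from 16.1 to 1.86 FPKM (median -0.96). Of 19 small nucleolar RNA host and cytoplasmic long noncoding RNAs 1 rose, LINC-PINT, and 2 fell, CYTOR from 229 to 57.0 FPKM and TP53TG1 from 20.9 to 3.20 FPKM (median -0.40). Cuffdiff called none of 23 cholesterol synthesis genes (median -1.12, 4 lower with an unadjusted p under 0.05), none of 31 stress granule and decay proteins (median -0.55, 3 higher and 1 lower with such a p) and none of 34 zinc-finger repressors (median -0.46, 4 higher with such a p) in WT.

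Of 22 leukocyte markers 7 were measured and 2 rose in WT, ITGAM from 1.60 to 9.45 FPKM and CD53 from 0.224 to 1.28 FPKM. Of 14 fibroblast markers 7 were measured, of which FAP, listed at 0 before and at 58.5 FPKM after treatment, rose and LUM fell in WT, from 2.95 to 0.179 FPKM. Of 12 endothelial markers 2 were measured, EGFL7 and ESAM, at 12.2 FPKM each in untreated WT; neither was called, but both fell in WT when adjusted over the list alone (median -1.55). The median spike-in-scaled log2 change was 0.55 for 1045 lincRNAs and 0.47 for 1953 antisense RNAs in WT, and -0.21 and -0.23 in RLKO. Nuclear protein-coding genes under 1 FPKM in untreated RLKO had a WT median of 0.56. That group is raised by the filter, which keeps such a gene only if another group reached 1 FPKM. The same filter was applied to the lincRNA and antisense rows. The level of these noncoding classes was therefore not separated from their kind.

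FAP and TULP2, which rose in WT, lie next to induced genes. FAP (chromosome 2, 162170684 to 162245151, GRCh38) begins 21928 bases past the 3' end of IFIH1, on the same strand, and TULP2 (chromosome 19, 48880965 to 48898733) lies 4908 bases past that of PPP1R15A, on the opposite strand. In treated WT cells they stood at 58.5 and 226 FPKM, and in treated RLKO cells at 4.12 and 2.34 FPKM. Of 58 protein-coding genes that rose in both lines with a log2 change of at least 2 in WT, the nearest protein-coding gene on each side was taken if within 50 kb, and the 58 were left out of the neighbours and of the random lists. Other genes that rose in WT stayed among the neighbours, such as IFIT3 downstream of IFIT2 and MX2 upstream of MX1. Induction of such genes in their own right therefore enters the medians of both sides. Leaving out the neighbours seen first, 34 downstream genes had a median WT minus RLKO difference of 0.30, above 100% of random lists matched on untreated level, whose median was -0.16; FAM71A beside ATF3, at 0.0468 FPKM in treated RLKO and 6.95 FPKM in treated WT, and SDCBP2 beside SNPH are examples. Transcription past the 3' end of the induced gene may account for this, but the 26 upstream neighbours, with a median of 0.11, also lay above 98.9% of matched lists, as activation of the whole neighbourhood would give, so the 2 accounts were not separated; whether reads were assigned by strand is not given in the sources used here.

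Abundant mRNAs had lower changes than rare ones in WT. Regression to the mean is argued against, since the WT median of genes at 300 FPKM or more lay below that of genes at 1 to 3 FPKM by -2.24 when genes were grouped by the other line, and by -2.36 when grouped by WT itself. Transcript length is argued against as the whole cause: short transcripts had lower changes, but between genes at 100 FPKM or more and at 3 to 10 FPKM the difference was -1.65 over all lengths and -1.35 as the mean over 5 equal classes of length, which left 81.7% of it (95% interval over 1000 draws of genes 78.1% to 84.6%). For the half-life, which came from another study, the corresponding values were -1.67 and -1.33, which left 79.7% (75.6% to 88.3%) and argues against it as the whole cause too; error in that column, which would leave part of the difference in place, was not tested. The bound for both, 20% left, was set after these values were seen. At a level of 30 to 100 FPKM the longest-lived of 5 classes of transcripts had a WT median of -1.56 and the shortest-lived -0.97, against -0.32 and -0.48 in RLKO; at 10 to 30 FPKM the order was the same in WT, with -1.155 and -0.44, and turned in RLKO, with -0.24 and -0.22, as it did in RLKO over all levels, with -0.39 and -0.24. At 100 FPKM or more the longest-lived class had a WT median of -2.26 and the shortest-lived -1.90. The RLKO medians there were -0.72 and -0.75, the order seen at 30 to 100 FPKM. At 100 FPKM or more the longest-lived and shortest-lived classes had median levels of 368 and 162 FPKM in untreated RLKO cells. That contrast thus does not separate half-life from level. At 30 to 100 FPKM these median levels were 55.4 and 41.6 FPKM. A dependence of the WT change on level and half-life together is a hypothesis that these data leave open.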
